A study of Mus musculus and Homo sapiens
Mus musculus with 6 samples. Its data were reported in "A combinatorial genetic strategy for exploring complex genotype–phenotype associations in cancer" (2024).

How the data were processed

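Single-cell DNA amplicon libraries had been prepared on the Mission Bio Tapestri platform from 2 samples of a mouse bladder tumor model, from prostate tumor cells sorted into large, medium and small classes, and from a mixture of 3T3 and HEK293T cells. According to the study's methods, the authors trimmed the reads to the amplicons with awk, extracted cell barcodes with UMI-tools, aligned the reads to amplicon references with bwa-mem and counted them with SAMtools, and the deposited values are these raw read counts per amplicon and cell barcode, without normalization. A genome build for the amplicons is not given in the sources used here. The values were whole numbers in all 7 files. Among the nonzero values of the plain amplicons, 100% were even in both bladder libraries, against 54.3% to 58.9% in the prostate libraries and 74.1% in the mixed library. Among nonzero barcode values, even ones made up 96.2% to 97.4% in the bladder, 60.0% to 83.7% in the prostate, and 96.4% and 86.4% for both copies in the mixed library. How the reads of a pair were counted is not given in the sources used here, and a difference in this between barcode and plain amplicons, or between tissues, would change the shares that are held against the 1% threshold and the numbers of constructs per cell.

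Each file held 22 plain amplicons and a pair of barcode amplicons split by barcode, with 32 barcodes in the bladder, 26 in the prostate and 8 in the mixed files. Barcode numbers were matched to constructs through the construct list of the study in the tumor libraries. In the mixed library barcodes kept their numbers, as did BC21 of the bladder files, which had no match. The files do not say which plain amplicon is GFP. AMP20 was taken as GFP because its share of a cell's counts followed the lentiviral share most closely in 5 of the 7 files, the exceptions being bladder tumor B, where AMP7 was slightly ahead (a correlation of 0.238 against 0.236), and the prostate medium cells, where AMP20 showed no relation (-0.00989) and AMP13 the highest (0.373). The mouse genes behind the other 21 plain amplicons were not assigned, so they are named by amplicon number. The study describes 10 mouse genes at 2 exons each, which leaves 1 of these 21 amplicons, counted here with the mouse exons, without a place in that description. AMP18 was taken as the 5′ barcode copy and AMP19 as the 3′ copy, by their order in the panel only.

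Cells without a GFP count were left out, after the study's methods, as were cells with fewer than 100 counts. No GFP count was found in 243 cells of bladder tumor A, 400 of tumor B and 0 of the prostate libraries, and 5 and 3 bladder cells had fewer than 100 counts. In the mixed library, whose 2 files were pooled, 27332 of 751400 cell barcodes were kept. The median depth was 1648 counts per cell in tumor A and 2222 in tumor B, 13327, 18223 and 43740 in the large, medium and small prostate cells, and 354 in the mixed library. A barcode was present when its counts, both copies summed, made up at least 1% of all counts of the cell, each read counted once. A clone was the exact combination of barcodes present. Doublets were not called by a tool, and cells with markers of different clones are reported as candidate doublets. No cell type was named, since the panel holds no cell type markers.

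Shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals, and a share of 0 with the upper limit of 3 counts of the total. No test between libraries was run, since each prostate class and the mixture had 1 library, and cells are not replicates. No paired analysis was possible because the labels pair no samples across groups. Combinations were compared between libraries by their overlap, and barcode pairs by the Jaccard index of the cells that carry them, beside its value under independent presence at the same shares. To even the total depth of prostate cells, all counts of every cell were also thinned to 8000, chosen after seeing the data. Upper limits for overlaps by chance are the quantile of the hypergeometric distribution with at most 2.5% above it.

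The filters, the definitions of presence and clone, the naming rule, the construct groups and the first set of alternatives were fixed before the data were examined. The rule named every barcode present in at least 10% of the cells of a tumor library, the members of the 3 most frequent combinations of a library, barcodes whose share differed by at least 20 percentage points between prostate size classes or between bladder tumors, the constructs singled out by the study, both control constructs, and barcodes in at least 1% of mixed cells. Some constructs that met the rule are not reported here, in the text or the figures, but they entered all counts, totals and combinations. The constructs shRb1, shChd1 and Ctnnb D32A in the prostate, and Ccne1 and shNcor1 in the bladder, lay outside the rule and were chosen after their values were seen. The construct groups covered receptor and PI3K or MAPK signaling, cell cycle and p53, chromatin and co-regulators, DNA repair and transcription kinases, transcription factors and nuclear receptors, Wnt, others, and controls.

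The alternatives in this first set were no GFP filter or at least 10 GFP counts, no minimum or at least 1000 counts, presence at 0.5%, 2% or 5%, the lentiviral counts alone as the total, either barcode copy alone or both at 1%, average-linkage clusters of cells on Jaccard distance with the tree divided at 0.5, every cell thinned to 100 lentiviral counts with the threshold scaled alike, each bladder sample left out in turn, and each mixed file on its own. Alternatives chosen after seeing the data were a total in which barcode counts enter 2 times, as in the total column that the prostate files hold, the lentiviral total with presence at 2%, and a minimum of 3000 counts in the mixed library. Species calls at 90%, and their alternatives at 80% and 95%, were not run.

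The calls were tested on simulated data with 3 clones, 26 barcodes and 1000 cells in each of 2 libraries at the depth of the prostate files. At 1% of all counts 35.4% of true barcodes were missed and 0 false calls were made, and 1% of cells had their exact combination called. Over lentiviral counts 0.126% of true barcodes were missed and 98.2% of cells were called exactly. After thinning, 38.4% were missed and 0.5% of cells were called exactly. The overlap of both libraries, made as 49.5%, was found as 41.1% at 1% of all counts, 48.8% over lentiviral counts and 17.4% after thinning. Average-linkage clusters found it as 49.5%. These values hold for the simulated clones only. They do not give the rate of false calls in the tumor libraries or show which total is closer to the truth there. In a separate simulation of a 30% share among 500 cells, exact 95% intervals covered the true share in 94.3% of 1000 draws. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random draws from seed 1. Sequence reads, bulk amplicon data and histology were not used here.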

Results

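Single-cell DNA amplicon sequencing was used to read which lentiviral constructs individual mouse tumor cells carried. Each construct delivered an open reading frame or a short hairpin RNA (sh) together with matching barcodes near its ends, so that the barcodes found in a cell name the perturbations that the cell received. The panel also amplified mouse exons and lentiviral GFP. A total of 6 libraries were analyzed, namely tumor A and tumor B of the bladder model FHBT-7, the large, medium and small cells sorted from prostate tumor material, and a mixture of mouse 3T3 fibroblasts with human HEK293T kidney cells. The bladder model had 2 libraries and every other group had 1 library.

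Depth differed between the libraries. Bladder tumor A held 20271616 counts and 9741 analyzed cells with a median of 1648 counts, and bladder tumor B held 28634018 counts and 9595 cells with a median of 2222 counts. The prostate large cells held 59323846 counts over 4116 cells (median 13327), the medium cells 65055355 over 3334 cells (median 18223) and the small cells 118562750 over 2499 cells (median 43740). The mixed library held 34166396 counts, and 27332 of its 751400 cell barcodes met the filters, with a median of 354 counts. Lentiviral barcodes made up 31.6% of the counts of the analyzed cells in tumor A and 27.9% in tumor B. Their share was 18.9% in the large, 15.1% in the medium and 29.5% in the small cells, and 7.60% in the mixture.

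A construct was called present in a cell when its barcode made up at least 1% of all counts of that cell, and a clone was the exact combination of constructs present. The study's threshold is 1% of total counts, and its methods do not say which amplicons enter that total. Many calls depended on the total, so values with only the lentiviral counts of a cell as its total, and the minimum of 100 counts then applied to lentiviral counts, are given beside many of the main values. Shares are followed by exact (Clopper-Pearson) 95% confidence intervals over cells. These intervals cover counting error only, since cells are not replicates and PCR reads without molecular identifiers are not independent molecules. With 1 library per size class, no test between size classes was run and no replicate check was possible.

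In the prostate, the comparison asked which perturbations distinguish the large cells, sorted to enrich pleomorphic giant cell carcinoma, from the small cells, sorted to enrich adenocarcinoma. According to the study, the sorted tumor cells were grown briefly as organoids and then sorted again by DNA content before sequencing. Whether these steps changed the shares found in the tumor was not tested. The 3 size classes shared a core of 6 constructs, each present in at least 50% of the cells of all 3 size classes. These were the ETS transcription factors Etv1 and Erg, the growth regulator Myc, the ubiquitin ligase adaptor mutant Spop F133C, the activated kinase subunit Pik3ca E545K, and shKmt2c, which targets a histone methyltransferase that acts at enhancers. On that core, the small cells carried further constructs that a minority of large cells and none of the medium cells carried. Trp53 R245Q, a mutant of the p53 tumor suppressor, was present in 95.8% of small cells (95% CI 95 to 96.6), 31.1% of large cells (29.7 to 32.5) and 0 of 3334 medium cells, which allows a share of up to 0.0900%.

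Of the 26 barcodes, 10 differed by at least 20 percentage points between large and small cells, 9 of them with the higher share in small cells. Besides Trp53 R245Q, shApc, which targets a brake on Wnt signaling, was present in 75% of small and 29.8% of large cells. The chromatin group contributed shKdm6a, against a histone demethylase (62.7% and 27.7%), and shNcor1, against a nuclear receptor corepressor (58.1% and 18.6%). The DNA repair group contributed shAtm (58.7% and 24.7%) and shBrca2 (37.0% and 2.72%). A higher share in small cells was also found for shZfx3 (39.0% and 2.45%). Taken over lentiviral counts, 15 barcodes differed, 13 of them with the higher share in small cells. Under that total the shares in small and large cells were 96.3% and 36.3% for shApc, 67.3% and 34.9% for shKdm6a, 94.8% and 34.8% for shNcor1, 68.1% and 34.6% for shAtm, 94.3% and 31.8% for shBrca2, and 94.0% and 31.1% for shZfx3.

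The only construct with a higher share in large than in small cells by this rule was shTtn, against the sarcomere protein titin, with 62.5% of large cells (61.0 to 64.0) and 9.24% of small cells (8.14 to 10.4), and its share was highest in medium cells, at 82.6%. Under the lentiviral total, shTtn was present in 96.8% of large, 99.25% of medium and 64.3% of small cells. The hairpin against the cyclin-dependent kinase inhibitor p27, shCdkn1b, was present in 25.2% of large, 35.0% of medium and 10.6% of small cells, and in 69.3%, 95.8% and 31.7% with lentiviral counts alone.

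The share of cells with shKmt2c, the construct that the study singled out for the giant cell clones, was 98.5% in large cells (98.1 to 98.9), 99.4% in medium cells (99.1 to 99.7) and 81.1% in small cells (79.5 to 82.6). The difference of 17.4 percentage points between large and small cells was below the 20-point rule. It passed the rule at 2% presence (49.6 points), with the 5′ copy (38.1) and with barcode counts entered 2 times (28.5). Thinning to 100 lentiviral counts also brought it above the rule (23.8). The difference stayed below it at 0.5% (5.22) and 5% (2.93), with the 3′ copy (10.8), both copies (13.6) and lentiviral counts at 2% (5.92). Over lentiviral counts the shares were 99.9%, 99.7% and 96.9%, and the difference was 3.05 points. After every cell was thinned to 100 lentiviral counts, which evens the lentiviral depth but not the total, the shares were 94.3% in large and 70.5% in small cells. With all counts of every cell thinned to 8000, they were 98.3% and 81.0%.

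Medium cells were compared with both other size classes. Over all counts, 5 barcodes differed by at least 20 points between medium and large cells and 12 between medium and small cells, whereas over lentiviral counts the numbers were 12 and 15. Over all counts, the DNA repair group passed 10% of small cells with all 3 members (shAtm, shBrca2 and shCdk12), of large cells with shAtm, and of medium cells with none. Under the lentiviral total all 3 members passed 10% in large cells as well. Of the Wnt group, shApc passed 10% of cells in large and small cells, whereas the stabilized beta-catenin mutant Ctnnb D32A reached 2.0% of small and 0.607% of large cells over all counts, and 63.1% and 30% over lentiviral counts. Among the control constructs, the ORF control was present in 0.24% of small cells (0.480% over lentiviral counts) and in none of the large or medium cells, and the TRC control was present in none of the cells of the 3 size classes.

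**Figure D1:**
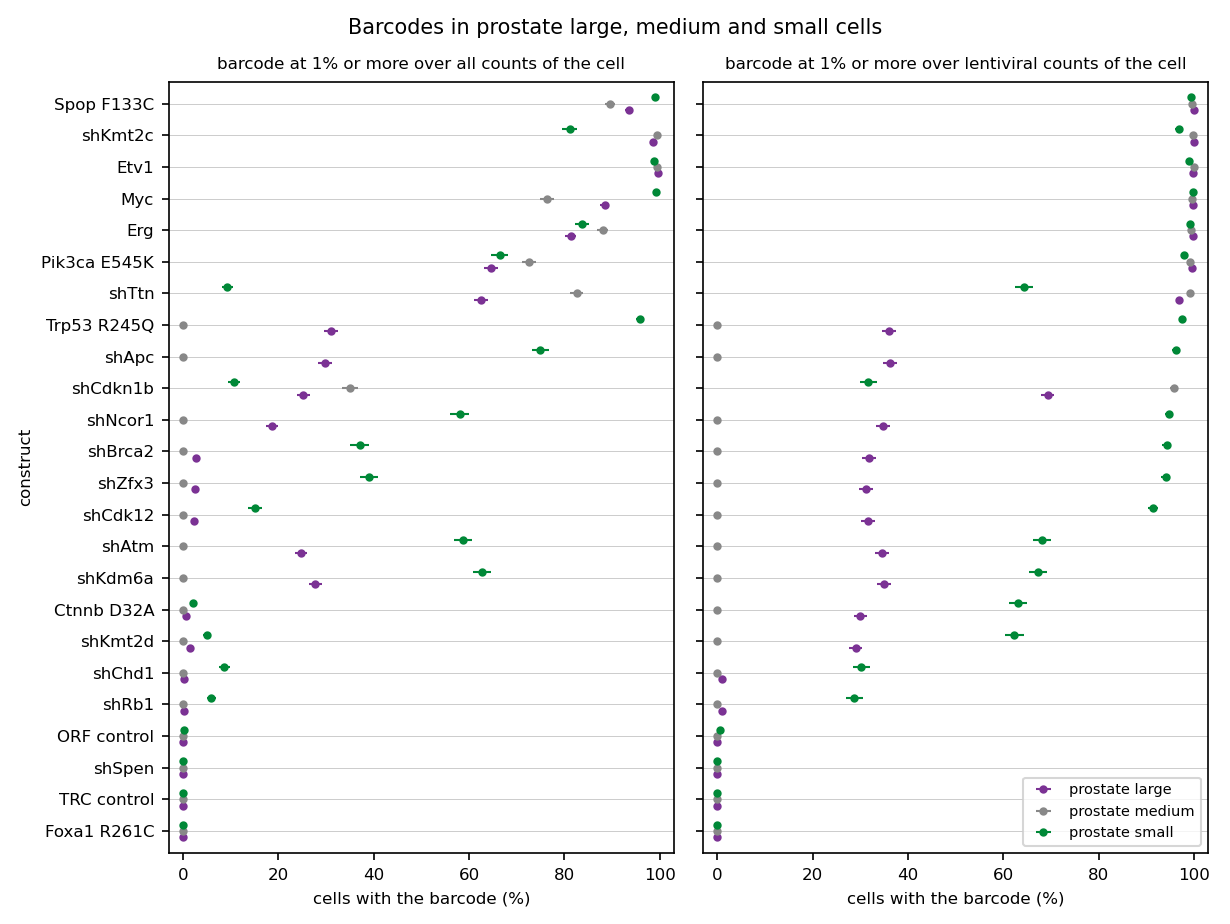
Share of analyzed cells (%) with each construct shown in prostate large (purple), medium (gray) and small (green) cells, called at 1% of all counts (left) or of lentiviral counts (right), with bars for exact 95% intervals over cells. Trp53 R245Q runs from 0 of the medium cells through 31.1% of large to 95.8% of small cells in the left panel, and the shares for shKmt2c draw together in the right panel at 96.9% or more.

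The exact combinations showed the same separation. At 1% of all counts, the most frequent combination in large and medium cells held Myc, shKmt2c, Pik3ca E545K, shTtn, Spop F133C, Erg and Etv1. It made up 17.1% of large cells (15.9 to 18.2), 20.4% of medium cells (19.1 to 21.8) and 0 of 2499 small cells, which allows up to 0.120%. The most frequent combination in small cells held 13 constructs including Trp53 R245Q, shApc, shKdm6a, shNcor1 and shAtm, with 9.52% of small cells (8.40 to 10.7), 1.90% of large cells (1.5 to 2.36) and no medium cell. The overlap of combinations, the sum over combinations of the smaller of both shares, was 26.6% between large and small cells, 63.4% between medium and large cells and 1.86% between medium and small cells, and over lentiviral counts it was 31.8%, 61.2% and 1.78%. There were 511 different combinations among large, 136 among medium and 750 among small cells, and 154, 38 and 166 over lentiviral counts.

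With lentiviral counts alone, the prostate cells resolved into 3 main clones at 1% presence. A clone with 9 constructs, among them Myc, shKmt2c, Pik3ca E545K, shTtn, shCdkn1b, Spop F133C, Erg and Etv1, made up 57.5% of large cells (56.0 to 59.0), 90.9% of medium cells (89.9 to 91.9) and 1.48% of small cells (1.04 to 2.04). A clone with 19 constructs, which lacked shCdkn1b and whose additions included Trp53 R245Q, Ctnnb D32A and hairpins against Apc, Kdm6a, Ncor1, Atm, Brca2, Cdk12, Kmt2d and Zfx3, made up 44.5% of small cells (42.6 to 46.5), 19.1% of large cells (18.0 to 20.4) and no medium cell. A clone with 17 constructs that included hairpins against the retinoblastoma gene (shRb1) and the chromatin remodeler Chd1 (shChd1) made up 18.2% of small cells (16.7 to 19.7), 0.607% of large cells (0.393 to 0.895) and no medium cell. All 3 clones held shKmt2c. At 2% of lentiviral counts the 9-construct clone made up 57.7% of large and 87.3% of medium cells. The most frequent set of small cells was then the 17-construct clone, with 6.76% of cells, so the 19-construct clone made up no more. The barcode of shRb1 was present in 28.8% of small and 0.996% of large cells with lentiviral counts alone, and in 5.84% and 0.121% over all counts. Cells with markers of different clones are candidate doublets. The pair of shCdkn1b and shKdm6a, which none of the 3 clones held together, was found in 5.66% of large cells, 1.56% of small cells and 0 of 3334 medium cells.

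**Figure D2:**
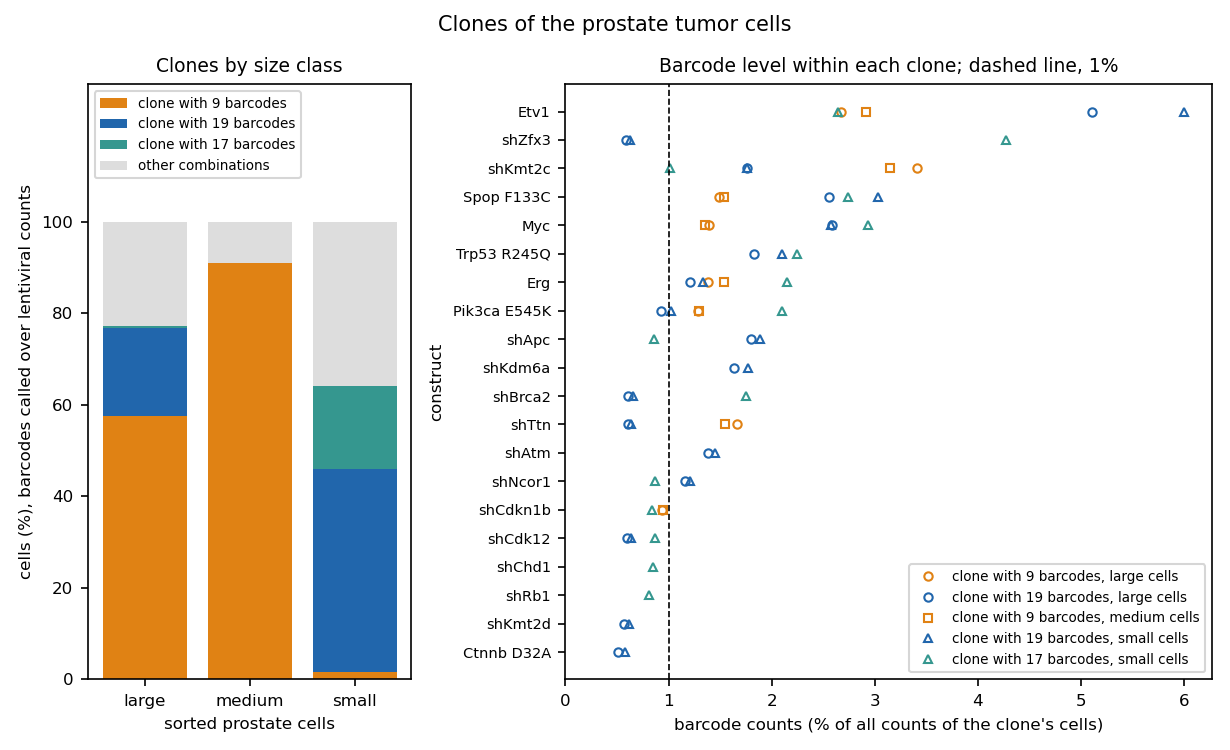
Left, share of prostate large, medium and small cells (%) in the clones with 9, 19 and 17 constructs called over lentiviral counts, with all other combinations in gray. Right, counts of each barcode shown as a percent of all counts of the clone's cells, with the 1% threshold dashed, where shKmt2c lies at 3.41% in the 9-construct clone of large cells and at 1.01% in the 17-construct clone of small cells.

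In the bladder, tumor A and tumor B of the same model were compared to ask which constructs they shared. Both were dominated by the same 7 constructs, each present in at least 50% of the cells of both tumors. These were the transcriptional coactivator Yap1 (99.2% of tumor A and 98.5% of tumor B cells), Myc (99.3% and 98.7%), Pik3ca E545K (99.3% and 98.7%), the receptor mutant ErbB3 V104L (97.67% and 97.52%), the adhesion molecule Pvrl4, also called nectin-4 (95.3% and 97.7%), the urothelial nuclear receptor Pparg (97.4% and 87.8%) and the cell cycle regulator Ccnd1 (98.2% and 70.4%). The intervals of Yap1, Myc and Pik3ca E545K lay above 98% in both tumors. The study describes every model of this series as a single tumor from its own experiment. The labels of tumor A and tumor B are the same up to the letter, but do not spell out whether both came from the same mouse. They therefore served as 2 samples of the model.

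Of the 32 barcodes, 4 differed by at least 20 percentage points. The share for shKmt2c was 64.8% in tumor A (63.8 to 65.7) and 21.7% in tumor B (20.9 to 22.6), that for Ccnd1 differed by 27.8 points, and the TRC control was present in 22.2% of tumor A cells (21.4 to 23.1) and in 1 of 9595 tumor B cells. In the other direction, shKmt2a, against the histone methyltransferase MLL, was present in 24.2% of tumor B cells (23.3 to 25) and 0.0719% of tumor A cells (0.0289 to 0.148). With lentiviral counts alone, shKmt2c was present in 98.4% of tumor A and 95.9% of tumor B cells and Ccnd1 in 99.5% and 99.1%, so that neither differed by the rule. Called from 1 barcode copy over all counts, shKmt2c was present in 34.6% of tumor A and 1.32% of tumor B cells with the copy taken as 5′, and in 2.50% and 3.64% with the copy taken as 3′, which turned the order. The former copy had 2.18 times the counts of the latter in tumor A and 0.737 times in tumor B. The 5 barcodes that differed under that total were those of the TRC control (83.4% of tumor A and 0.169% of tumor B cells), shKmt2d (77.2% and 0.0738%), shKmt2a (0.382% and 92.4%), the ORF control (1.98% and 89.0%) and the activated receptor Fgfr3 S243C (1.72% and 85.4%).

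Several further constructs lay below 50% of cells in one or both tumors over all counts. The receptor Egfr was present in 54.5% of tumor A and 41.3% of tumor B cells, shAtm in 19.9% and 37.8%, shCdkn2a, against a cell cycle inhibitor locus, in 14.9% and 25%, and shCrebbp, against a histone acetyltransferase, in 15.7% and 25.1%. Under the lentiviral total these shares were 97.8% and 98.1% for Egfr, 83.3% and 96.6% for shAtm, 77.7% and 92.2% for shCdkn2a, and 79.2% and 91.4% for shCrebbp. Over all counts, shKmt2d was present in 14.4% of tumor A cells and in 0 of 9595 tumor B cells, which allows up to 0.0313%. The ORF control was present in 0.493% and 10.4%, Fgfr3 S243C in 0.164% and 4.83%, and ErbB2 S311Y in 5.92% and 8.92% (68.7% and 84.5% over lentiviral counts). Of the rarer bladder constructs, Ywhaz was present in 1.04% of tumor A and 0.0625% of tumor B cells, Zfp703 in 0.739% and 0.0104%, Mdm2 in 0.226% and 0.0104%, and shEp300 in 0.164% of tumor A cells and in no tumor B cell. Over lentiviral counts the shares were 2.04% and 0.148% for Ywhaz, 2.11% and 0.116% for Zfp703, 1.12% and 0.0422% for Mdm2, and 0.517% and 0.0105% for shEp300. Of the 9 chromatin constructs, shKmt2d, shCrebbp and shKmt2c passed 10% of cells in tumor A and shCrebbp, shKmt2a and shKmt2c in tumor B.

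The most frequent bladder combination over all counts differed between the tumors. In tumor A it was the shared 7 constructs with shKmt2c and Egfr (13.3% of cells, 12.7 to 14.0), which made up 1.56% of tumor B (1.32 to 1.83). In tumor B it was the shared 7 constructs alone (8.68%, 8.13 to 9.26), which made up 12.1% of tumor A (11.5 to 12.8). The overlap of combinations between the tumors was 27.5% over all counts and 0.541% over lentiviral counts. Under the latter total, a clone of 16 constructs with shKmt2d and the TRC control made up 18.5% of tumor A (17.8 to 19.3) and 0.0211% of tumor B. A clone of 17 constructs with shKmt2a, Fgfr3 S243C and the ORF control made up 37.3% of tumor B (36.3 to 38.2) and 0.0827% of tumor A. The number of constructs present in at least 50% of the cells of both tumors was then 14.

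**Figure D3:**
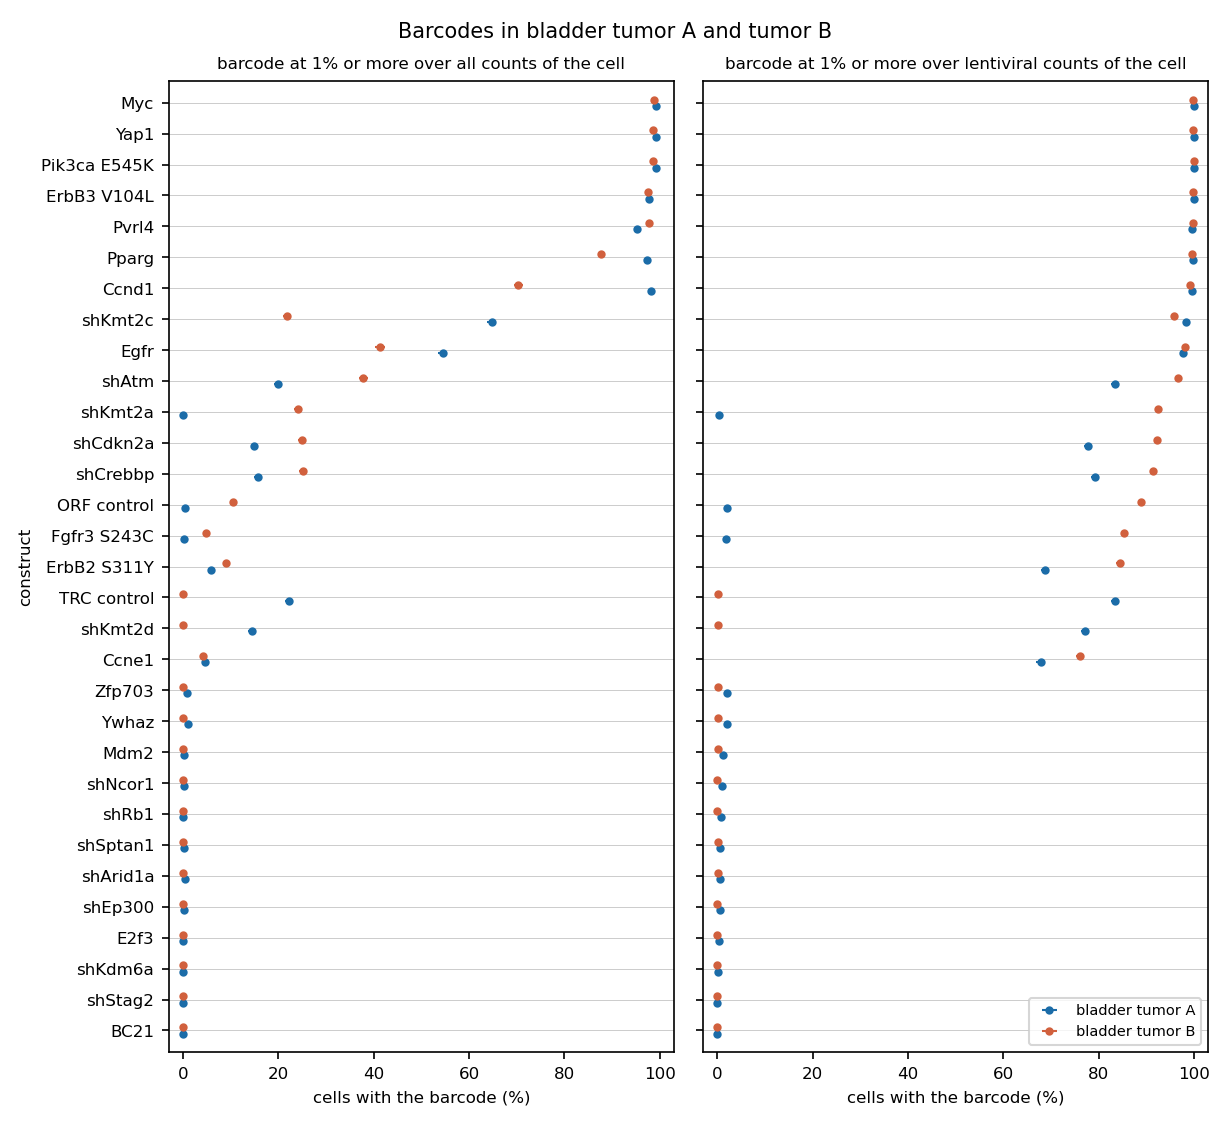
Share of analyzed cells (%) with each construct shown in bladder tumor A (blue) and tumor B (red), called at 1% of all counts (left) or of lentiviral counts (right), with bars for exact 95% intervals over cells. Yap1, Myc and Pik3ca E545K lie above 98% in both tumors, whereas shKmt2a is found in 0.382% of tumor A and 92.4% of tumor B cells in the right panel.

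The number of constructs per cell was high in every tumor library. Over all counts the median was 9 in bladder tumor A, 8 in tumor B, 7 in prostate large cells, 7 in medium cells and 11 in small cells. With lentiviral counts alone the medians were 15, 16, 9, 9 and 18. The Jaccard index of the cells with Myc and those with Pik3ca E545K was 0.999 in bladder tumor A and 0.997 in tumor B, against 0.986 and 0.974 if both were present independently at their shares. Such pairs of near-universal constructs leave little room above independence. Among less common constructs, in pairs chosen after their values were seen, the index was 0.898 for shApc with Trp53 R245Q in prostate large cells, against 0.179 (0.949 against 0.220 over lentiviral counts), 0.771 for shBrca2 with shZfx3 in small cells, against 0.234 (0.933 against 0.890), and 0.257 for shAtm with the TRC control in bladder tumor A, against 0.117 (0.736 against 0.715). Each construct was read at a pair of barcode copies, and among calls made by either copy at 1%, both copies passed in 31.7% of calls in tumor A, 25.5% in tumor B, 14.0% in large, 9.44% in medium and 21.7% in small cells. Both copies were nonetheless seen, at any count, in 92.7% or more of the calls of every tumor library. In the mixed library, with a median of 354 counts per cell, both copies were seen in 52.6% of calls. The copy taken as 5′ yielded between 2.59 and 3.54 times the counts of the copy taken as 3′ in the tumor libraries.

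In the mixture of 3T3 and HEK293T cells, the comparison asked which barcode sets the cells carried. No amplicon of the panel was assigned to human sequence, so cells were not assigned to a species. The analyzed cell barcodes had a median of 19 lentiviral counts, and 3169 of the 27332 reached 1000 counts. Whether the shallower ones are cells was not tested, so shares over all of them describe cell barcodes. The study describes 3T3 cells engineered with as many as 4 different barcodes each, and does not say whether this mixture held them. Over all counts, the most common barcodes were BC06, present in 78.2% of cells (77.7 to 78.7), BC02, in 62.4% (61.8 to 63.0), and BC08, in 49.9% (49.3 to 50.5). BC04 was present in 13.3%, BC07 in 6.62%, BC01 in 4.90% and BC05 in 3.6%. Over lentiviral counts, among the 2662 cells with at least 100 of them, the shares were 99.1% for BC06, 70.0% for BC08, 32.04% for BC02, 31.5% for BC04 and 29.8% for BC01, so that BC02 and BC08 changed their order. The most frequent combination was BC06 with BC08 (18.6%, 18.1 to 19.1), followed by BC02 with BC06 (17.3%) and by all 3 together (15.9%). In file 1 the leading combination was BC06 with BC08 (19.7%), and in file 2 it was BC02 with BC06 (18.1%). The share of BC06 with BC08 rose to 63.0% among cells with at least 1000 counts and to 69.5% among the 1942 cells with at least 3000 counts. A set of BC02, BC04 and BC06 made up a further 16.3% there, and the same set with BC01 6.95%. Among the 2662 cells with at least 100 lentiviral counts, called over these, BC06 with BC08 made up 66.3% and BC01, BC02, BC04 and BC06 together 27.6%. Here the total and the minimum depth changed together. The union of these sets, a candidate doublet pattern, was found in 1.73% of those cells (1.27 to 2.30).

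**Figure D4:**
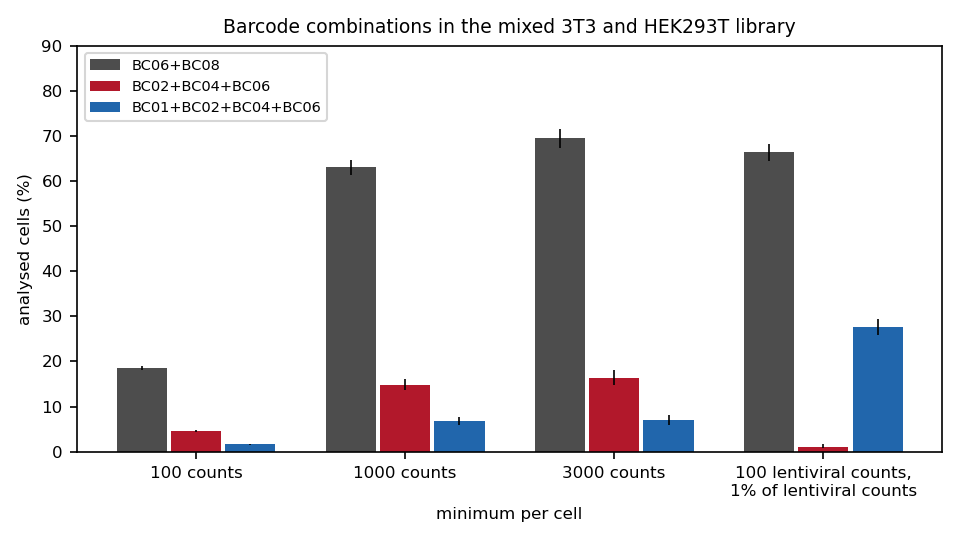
Share of analyzed cells (%) of the mixed 3T3 and HEK293T library with each of 3 barcode combinations under increasing minimums per cell, with bars for exact 95% intervals over cells. BC06 with BC08 rises from 18.6% at 100 counts to 69.5% at 3000 counts, and the set of BC01, BC02, BC04 and BC06 reaches 27.6% when presence is called over lentiviral counts in cells with at least 100 of them.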

Values the study reported

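The study reported a bladder pool that targeted 33 genes and a prostate pool that targeted 24 genes. Tumors formed from 80% of bladder grafts (16 of 20) and 38% of prostate grafts (18 of 47). Bladder tumors reached a diameter of 1 cm after 2.3 to 7.4 months, with a mean of 4.2 months, and prostate tumors after 3.2 to 16 months, with a mean of 8.9 months. Transduction in gel delivered as many as 10–20 lentiviral copies to a cell. The study set 1% of total counts as the lowest level at which a barcode was called present.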

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

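The tests of AMP7 below, which concern depth, missed GFP and a strain variant, were all chosen after the result was seen.

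Cells without GFP counts lie outside the comparisons, yet they held mouse exon counts. There were 238 such cells with at least 100 counts in bladder tumor A, 398 in bladder tumor B and 799 with at least 3000 counts in the mixed library. These are signals in cells that no comparison used. In the mixed library they made up 29.2% of the 2741 cells at that depth, and lentiviral barcodes made up 0.00435% of their counts. Their exon profile was close to that of cells with GFP, with each of the 21 amplicons at 91.4% to 108% of its share there, AMP7 included at 95.8%. In the bladder cells without GFP and barcode counts, AMP6 stood at 66.0% of its share with GFP in tumor A and 74.3% in tumor B, AMP21 at 162% and 114%, and the other amplicons besides AMP7 between 93.0% and 124%.

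The bladder cells without GFP nearly lacked the exon amplicon AMP7, which among cells with at least 1000 mouse exon counts made up 0.281% of them in tumor A against 5.68% with GFP, and 0.307% against 5.68% in tumor B. Low depth is argued against by these same cells, where AMP7 stood at 5.18% of its level with GFP on average. Tumor cells whose GFP was missed are also argued against, because only 3.73% of the cells without GFP held a barcode at 1% (24 of 643). Cells of another mouse strain with a variant at the amplicon and other causes of its loss cannot be told apart, because no library of labeled host cells was analyzed, and the share of cells without GFP and barcode counts with AMP7 below 20% of the median with GFP, 94.4% (374 of 396), restates the loss and favors none of them. According to the study, the transduced cells came from another mouse strain than the NSG mice that received the grafts. Host cells of a second strain could therefore be in the tumors. Apart from the strain variant, no biological explanation was tested.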

How the results depend on the processing

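The settings that were not planned, chosen after the data were seen, were the total with barcode counts entered 2 times, the lentiviral total with presence at 2%, and the minimum of 3000 counts.

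Of the differences of at least 20 points named in the report, 2 turned, namely shKmt2c between the bladder tumors with the 3′ copy (2.50% in tumor A and 3.64% in tumor B) and shTtn between large and small prostate cells at 5% presence (0 and 0.24%). The total of analyzed tumor cells, 29285, stayed between 28655 and 29921. The mean of the median barcodes per cell in the 5 tumor libraries was 8.4, and it became 12.4, 4.2 and 0.8 at presence thresholds of 0.5%, 2% and 5%, 13.4 over lentiviral counts, to which the minimum of 100 then applied, 6.8 with the 5′ copy, 1.2 with the 3′ copy, 1.2 with both copies required, 7.4 with barcode counts entered 2 times, and 11.6 over lentiviral counts at 2%. Where many cells had no barcode called, the most frequent set is the cells with none, as in large and medium prostate cells at 5% and in all 3 prostate classes with the 3′ copy or with both, and overlaps between classes count these cells too. The mean share of the most frequent set, the largest clone wherever barcodes were called, was 13.8%, and it became 27.9%, 29.1% and 60.0% at the 3 thresholds, 49.8% over lentiviral counts, 12.1% with the 5′ copy, 42.4% with the 3′ copy, 42.9% with both, 5.10% after thinning, 85.7% with clusters, 20.1% with the total entered 2 times, and 32.1% over lentiviral counts at 2%. The number of barcodes that differed by at least 20 points between large and small prostate cells, 10, became 6 at 2%, 1 at 5%, 2 with the 3′ copy and 2 with both. The overlap of large and small prostate cells, 26.6%, became 28.8%, 28.6% and 55.8% at the 3 thresholds, 31.8% over lentiviral counts, 63.0% with the 3′ copy, 63.1% with both, 13.2% after thinning, 33.3% with clusters, and 30.4% over lentiviral counts at 2%. The gap in shKmt2c between large and small cells, 17.4 percentage points, became 5.22, 49.6 and 2.93 at the 3 thresholds, 3.05 over lentiviral counts, 38.1 with the 5′ copy, 10.8 with the 3′ copy, 13.6 with both, 23.8 after thinning, 28.5 with the total entered 2 times, and 5.92 over lentiviral counts at 2%. The number of barcodes present in at least 10% of the cells of both bladder tumors, 12, became 7 at 2%, 2 at 5%, 3 with the 3′ copy and 3 with both. The mean largest clone of the bladder tumors, 11.0%, became 5.64%, 31.7% and 36.0% at the 3 thresholds, 27.9% over lentiviral counts, 17.7% with the 5′ copy, 22.3% with the 3′ copy, 23.3% with both, 4.08% after thinning, 98.1% with clusters, 26.3% with the total entered 2 times, and 4.37% over lentiviral counts at 2%. With each bladder sample left out it ranged from 8.68% to 13.3%, and the remaining tumor had 14 barcodes in at least 10% of its cells in either case. The most frequent set of the mixed library, 18.6% of cells with BC06 and BC08, became 17.2% without the GFP filter, 25.1% with at least 10 GFP counts, 38.8% without a minimum, 63.0% and 69.5% with at least 1000 and 3000 counts, 21.0%, 31.1% and 88.4% at the 3 thresholds, 66.3% over lentiviral counts, 66.5% with the 3′ copy, 75.1% with both, and 19.7% and 18.1% in its files. That set was the cells with no barcode called without a minimum, at 2% and 5%, with the 3′ copy and with both, and another combination at 0.5%, with the 5′ copy (18.3%) and in file 2. A higher threshold or a larger total can only remove calls by construction, and the cause of the other changes was not tested. Among 161 other results, 22 fell and 1 rose without the GFP filter, 13 rose with at least 10 GFP counts, 0 moved without a minimum, 8 fell with at least 1000 counts, 102 rose and 3 fell at 0.5%, 112 fell and 6 rose at 2%, 114 fell and 8 rose at 5%, 117 rose and 2 fell over lentiviral counts, 102 fell and 4 rose with the 5′ copy, and 113 fell and 8 rose with the 3′ copy, as with both. After thinning 44 of 151 rose and 47 fell, with clusters all 7 rose, with the total entered 2 times 94 of 156 fell and 4 rose, and over lentiviral counts at 2% 109 of 156 rose and 4 fell. Species calls at 80% and 95% were not run because no amplicon was assigned to human sequence.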

Other observations

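Of the tests in this part, those of the total depth, of the lentiviral total and of the barcode level for shKmt2c were chosen after the result was seen. So were those of contamination, chance overlap and recurrence in the bladder.

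The constructs within a prostate clone differed in barcode dose. In the 19-construct clone of small cells, Etv1 had 9.26 barcode counts per 100 mouse exon counts, Spop F133C 4.68 and Myc 3.97, whereas shBrca2, shTtn, shCdk12, shZfx3, shKmt2d and Ctnnb D32A each had between 0.893 and 1.01. In the 17-construct clone of small cells the order changed, with shZfx3 at 6.43, Myc at 4.42, Spop F133C at 4.12 and Etv1 at 3.97, and shRb1 at 1.22. In the 9-construct clone of large cells shKmt2c had the highest level, 4.13, followed by Etv1 at 3.23. In the medium cells of that clone shKmt2c stood at 3.87. In the 19-construct clone, lentiviral counts per 100 mouse exon counts were 40.2 in large and 46.8 in small cells, with Etv1 at 7.44 in large cells and shKmt2c at 2.57 in large and 2.73 in small cells. The clones also overlapped in their constructs, with 8 shared by the clones of 9 and 19 constructs, 8 by those of 9 and 17, and 14 by those of 19 and 17. Even draws from 26 barcodes have upper limits of 9, 8 and 15 for these pairs, and no overlap exceeded its limit. For the first pair the limit equals the size of the smaller clone, so it could not be exceeded.

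A minor population of bladder tumor A carried constructs that the main clones of both tumors lacked. Among 5683 tumor A cells with at least 500 lentiviral counts, 132 (2.32%, 1.95 to 2.75) carried Ywhaz over lentiviral counts, and these also carried Zfp703 in 68.9%, Mdm2 in 50.8% and shNcor1 in 47.7% of cells. They carried the TRC control in 91.7%, as tumor A did, and the ORF control in 58.3% and Fgfr3 S243C in 57.6%, as tumor B did. The remaining construct found mainly in tumor B, shKmt2a (92.4% of tumor B cells), was present in only 2 of these 132 cells (1.52%). The hairpins shKmt2d (9.85%) and shCrebbp (15.2%) were rarer among them than in tumor A. In the small prostate cells, AMP10 and AMP11 were jointly missing, below 5% of their median share, in 84 of 2497 cells (3.36%), against 14 of 3334 medium cells and 0 of 4116 large cells, which allows up to 0.0729%. Dropout was more common in small cells in general, since each of the 21 amplicons on its own was missing in a higher share of small cells (0.481% to 3.88%) than of large cells (0 to 1.34%). The joint loss stood out from this, since AMP10 was missing in 97 and AMP11 in 89 small cells, mostly the same ones. The next most frequent pair, AMP23 and AMP24, was jointly missing in 35 small cells. The cause of the joint loss was not tested. The barcode BC21 was present in 0 of 9741 tumor A cells, which allows up to 0.0308%. The copy taken as 5′ had 14.6 times the counts of the copy taken as 3′ for Egfr in tumor B and 7.55 times in tumor A.

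The lower share of prostate small cells with shKmt2c was weighed against the size classes themselves. A depth difference is argued against, since the gap between large and small cells was 23.8 percentage points after thinning to 100 lentiviral counts and 17.3 after thinning all counts to 8000. Dilution in the total was tested by the gap of 3.05 points over lentiviral counts. That gap cannot decide it, since calls came in nearly all cells of both classes, and at 0.5% of the unchanged total the gap was 5.22 points. Per 100 mouse exon counts, a base without other barcodes, shKmt2c stood at 4.13 in the 9-construct clone of large cells. It stood at 2.57 and 2.73 in the 19-construct clone of large and small cells, and at 1.52 in the 17-construct clone of small cells. For these clones, dilution by other barcodes as the only cause is argued against, whereas dilution by mouse exon counts stays open. Clone makeup stays open, since the gap was 0.360 points among cells with shKdm6a and Trp53 R245Q and without shRb1, and since in the 17-construct clone, largely found in small cells, shKmt2c stood at 1.52 per 100 mouse exon counts and was called in 50.4% of cells. A biological difference between large and small cells stays untested, since each had 1 library.

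Bladder tumor A and tumor B shared 14 constructs in at least 50% of their cells over lentiviral counts, while each held constructs of its own. Contamination of tumor A by tumor B would carry along the constructs found mainly in tumor B, which had a median share of 1.72% in tumor A. That median cannot decide the question, since these constructs were picked for a share below 50% in tumor A. Their shares, 85.4% to 92.4% in tumor B and 0.382% to 1.98% in tumor A, show only that tumor B's main set was not carried over as a whole. Chance overlap of even draws is argued against, since sets of 16 and 17 from 32 barcodes share 8.5 on average, with an upper limit of 11. A candidate explanation that stays open is that the same constructs recur in unrelated clones, since the Ywhaz cells of tumor A shared 12 constructs with the main set of tumor A, against an upper limit of 11, and 13 with that of tumor B, although these cells may themselves be related to either set. A common ancestor of both tumors was not tested.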
